A study of Homo sapiens with 6 samples. Its data were reported in "Continuous Inflammatory Stimulation Leads via Metabolic Plasticity to a Prometastatic Phenotype in Triple-Negative Breast Cancer Cells" (2021).

How the data were processed

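RNA was measured in human BT-549 cells, an established line of triple-negative breast cancer, that is, a tumor lacking estrogen receptor, progesterone receptor and amplified HER2. The cells had been kept for about 6 weeks either with tumor necrosis factor α (TNFα, 10 ng/ml) together with interleukin 1β (IL-1β, 0.4 ng/ml), or with the vehicle of these cytokines. Each group held 3 libraries. Groups were taken from the sample titles and the treatment labels, which mark the control libraries as untreated; the study describes the controls as vehicle-treated. The study describes 3 independent biological repeats and states that the stimulation course was carried out separately for each of several sets of cells. Whether a replicate number marks such a set is not given in the sources used here.

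According to the study's methods for BT-549 cells, the authors sequenced poly(A)-selected libraries, trimmed the reads, mapped them to the human genome GRCh38 (hg38) with STAR and assigned them to genes with the expectation/maximization procedure of Partek, which divides reads that match several genes. The submitters' notes name STAR, Partek and hg38 as well. The submitters' extraction protocol names an RNA isolation kit and a library procedure that the study gives for its other cell line, MDA-MB-231, and not for BT-549. The deposited values cannot settle which was used, so that poly(A) selection is not certain. The gene annotation, the strand setting and the normalization step are not given in the sources used here. Reads of near-identical genes, of overlapping genes and of antisense pairs may therefore be divided between them, which concerns the CXCL1, CXCL2 and CXCL3 group, IFITM1 and IFITM3, HLA-B and HLA-C, metallothioneins, histones, KRT18, and the mitochondrial genes with their nuclear copies.

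The deposited table held RPKM values (read numbers scaled by gene length and by the total of the library) for 21159 genes, named by symbol, in 6 columns. No column belonged to other samples. The unit was worked out from the values. For 1626 genes with a single exon, the value multiplied by the gene's span in GENCODE v44 (GRCh38) and by a library total gave whole numbers, within a tolerance of 0.03 of a read, for 88.7 to 90.4% of low values at the best total, against 1.0 to 3.0% at unrelated totals. Such genes have no introns, so they gave the depth but not the length used for other genes. With the genomic span from start to end, introns included, as length, the estimated reads of matched genes added up to 93.5 to 94.7% of that depth. A shorter length in the values would make this sum overshoot. The length in these RPKM values was therefore taken to be the genomic span, as set by the authors. The best totals estimated the depth as 25770000, 14502500 and 22735000 reads for vehicle replicates 1 to 3, and 18895000, 19810000 and 20990000 reads for cytokine replicates 1 to 3. Of the 21159 symbols, 15898 matched GENCODE v44 directly and 837 through an older symbol (79.1% together), and the matched genes held 93.5 to 94.7% of the estimated depth. The other 4424 genes have no coordinates or estimated reads here. All coordinates are 1-based positions in GRCh38.

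Because the length includes introns, a value of 1 RPKM stands for few reads in a short gene and for many in a long one. At these depths it equals 29.0 to 51.5 reads for a span of 2 kb and 1450 to 2577 reads for a span of 100 kb. Long genes therefore have low values even at high read numbers, and fold changes on the log2(RPKM + 1) scale understate the change of every gene with a low value. Values of different genes cannot be ranked as transcript abundance.

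The comparison was cytokine against vehicle over all 6 libraries. Genes with at least 1 RPKM in at least 3 libraries were tested (7626 genes). The values were transformed as log2(RPKM + 1) and fitted with limma (linear model, empirical Bayes moderation with a mean trend). Adjusted p-values are Benjamini-Hochberg values over all genes tested. A gene was counted as changed at an adjusted p under 0.05, either with a fold of at least 2 on that scale or at any fold. The design fixed a count model for the case that the table held counts; as it held RPKM, the linear model fixed for that case was used. Replicate libraries of a group differed by far more than sampling noise (chi-square per degree of freedom from 11.1 between vehicle replicates 1 and 2 to 53.2 between vehicle replicates 1 and 3), so that all 6 were kept as separate libraries. The p-values measure the spread between these cultures of a single cell line.

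A total of 29 gene lists was fixed before the data were examined, together with the tests, the thresholds, the rule for naming genes and most of the other settings tried. Lists with at least 3 tested members were tested with camera of limma at a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry, which asks only whether the genes of a list move on balance in one direction, were run beside it. Lists with fewer tested members are given as values. Counts of members that rose or fell use an adjusted p under 0.05 at any fold, and a second count was adjusted over the list alone. The lists of mitochondria-encoded oxidative phosphorylation (OXPHOS) genes, nucleus-encoded OXPHOS genes and glycolysis genes follow what the study examined in the same libraries. So do CXCL6, IL1B, IL24, IL26, CSF3, SNAI1, SNAI2, ZEB1 and ZEB2. Counts within them are therefore not independent evidence of direction. Of the other genes that the study names, it examined the RNA of ICAM1, CCL2, CXCL8 and CXCL1 in MDA-MB-231 cells. It examined VIM, CDH1, CD44, CD24 and RELA as protein. The share of reads in the 13 mitochondria-encoded OXPHOS genes, and the difference of their mean log2 value from that of the nucleus-encoded ones, were compared by exact two-sided permutation tests over the 10 splits of the 6 libraries.

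Genes were named by the following rule. It took the 12 largest rises and the 12 largest falls among genes that passed both thresholds, had non-overlapping groups, lay in their higher group at or above the median of that group's means over all tested genes, and carried a named symbol. It further took up to 4 members per list with the largest change among those that passed both thresholds or, where none passed, up to 2 with the smallest p; the genes named by the study; the 13 mitochondria-encoded OXPHOS genes; and the glycolysis list. Genes named outside this rule were chosen after their values were seen. They are ASAH1, B2M, CALR, CDKN1A, CHAC1, CTNNA1, CTSB, CXCL2, CXCL3, CXCL5, EGR1, FADS2, FASN, FN1, GADD45B, HIF1A, HIST1H1C, HIST1H2BK, HLA-B, HLA-C, HLA-E, IFNAR1, IFNAR2, IL1R1, IL6, IRF7, IRF9, ITGA6, ITGB1, JAK1, LIF, LMNB1, MT1X, MUC1, MYC, MYD88, NFKBIA, NFKBIE, PLAU, RHOBTB2, S100A4, SFRP2, SOCS1, STAT2, TFAM, TGFBR2, TGM2, TNFRSF1A, TNIP1 and TYK2.

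The chain of tests was checked on simulated data made from the real vehicle means and depths, with 200 genes changed. Every gene was given the same spread between libraries (dispersion 0.012). Real genes differed in their spread, so the shares below are not the power for the real genes. For cytokine against vehicle, limma on log2(RPKM + 1), run on 6671 genes, recovered 100% of genes changed 2-fold and 100% of those changed 4-fold. The fold limit of 2 was passed by 10.6% and 88.4% of them, and 13 unchanged genes were called at any fold. Limma voom on estimated reads, run on 14043 genes, recovered 98% of genes changed 2-fold and 100% of those changed 4-fold; 40.8% and 100% passed the fold limit, and 9 unchanged genes were called.

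Other settings chosen beforehand were the replicate number as a block, leaving out each library, median-of-ratios scaling, quantile normalization, no filter on low values, a floor of 10 RPKM, pseudocounts of 0.1 and 5, no moderation, no mean trend, rescaling without mitochondrial genes, and a test against a fold of 1.5. A Wald test on counts, also chosen beforehand, was not run, because the values are not counts. Settings chosen after seeing the data were limma voom on estimated reads (RPKM × span × estimated depth, at least 10 reads in at least 3 libraries), a floor and pseudocount of 0.1 together, and leaving out pseudogenes and clone-type names. Analyses used R 4.3.3, limma 3.58.1, python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The study's second cell line was not analysed here.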

Results

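RNA of BT-549 cells, a human triple-negative breast cancer line, was measured in 3 libraries from cells kept for about 6 weeks with TNFα (10 ng/ml) and IL-1β (0.4 ng/ml), pro-inflammatory cytokines of the tumor surroundings, and in 3 libraries from cells kept with vehicle. Vehicle replicates 1 to 3 held an estimated 25770000, 14502500 and 22735000 reads, and cytokine replicates 1 to 3 held 18895000, 19810000 and 20990000 reads. The correlation of log2(RPKM + 1) values between libraries of a group was 0.978 to 0.991 for vehicle and 0.98 to 0.986 for cytokine. The comparison asked which transcripts differed after prolonged exposure to the cytokines, and whether those of glycolysis and of oxidative phosphorylation (OXPHOS) did.

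Cells kept with the cytokines carried far more RNA of PI3, CSF3 and S100A8 than vehicle-treated cells, and far less RNA of IFITM1 and BST2. PI3, which encodes the elastase inhibitor elafin, rose most on the scale tested (log2 change 8.85 ± 0.29 SE on log2(RPKM + 1), adjusted p = 2.3e-06). Its RPKM was 0.196 ± 0.0988 (SD, n = 3) in vehicle and 590 ± 284 (SD, n = 3) in cytokine libraries. CSF3, the gene of granulocyte colony stimulating factor, rose by 8.48 (adjusted p = 7.37e-07; 0.217 ± 0.324 against 428 ± 68.7 RPKM), and S100A8, which encodes a calcium-binding alarmin, rose by 7.55 (adjusted p = 1.74e-06; 0.0984 ± 0.117 against 212 ± 70.5 RPKM). The largest fall on this scale was that of IFITM1, an interferon-induced restriction factor of viral entry (−5.74, adjusted p = 6.48e-07; 82.8 ± 4.81 against 0.578 ± 0.192 RPKM), followed by BST2, which encodes tetherin (−4.72, adjusted p = 1.74e-06; 27.7 ± 5.19 against 0.0814 ± 0.0506 RPKM). On estimated reads the order was reversed, with −8.40 for BST2 and −7.20 for IFITM1. All 5 are protein-coding genes. In GRCh38 (GENCODE v44), PI3 spans positions 45174902 to 45176544 of chromosome 20, CSF3 40015361 to 40017813 of chromosome 17, S100A8 153390032 to 153391073 of chromosome 1, IFITM1 310041 to 315272 of chromosome 11 and BST2 17402939 to 17405630 of chromosome 19.

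The other genes among the 12 largest rises were IL1B (5.52), the alarmin gene S100A9 (5.41), CHI3L1 (5.34), the protease inhibitor genes TFPI2 (4.88) and SLPI (4.57), PTGS2 (4.48), the insulin-like growth factor binding protein gene IGFBP4 (4.41), PTGES (4.09) and C1QTNF1 (3.68). Their adjusted p-values lay between 7.37e-07 and 0.000138. The other genes among the 12 largest falls were LGALS3BP (−3.84), RGS4 (−3.62), SPON2 (−3.18), CPXM1 (−3.11), TM4SF18 (−3.00), CHRDL1 (−2.63), IFI30 (−2.61), KCNG1 (−2.29), the type I collagen gene COL1A2 (−2.29) and THY1 (−2.23). For each of these 24 genes, all cytokine libraries lay on the same side of all vehicle libraries, which the naming rule required.

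**Figure D1:**
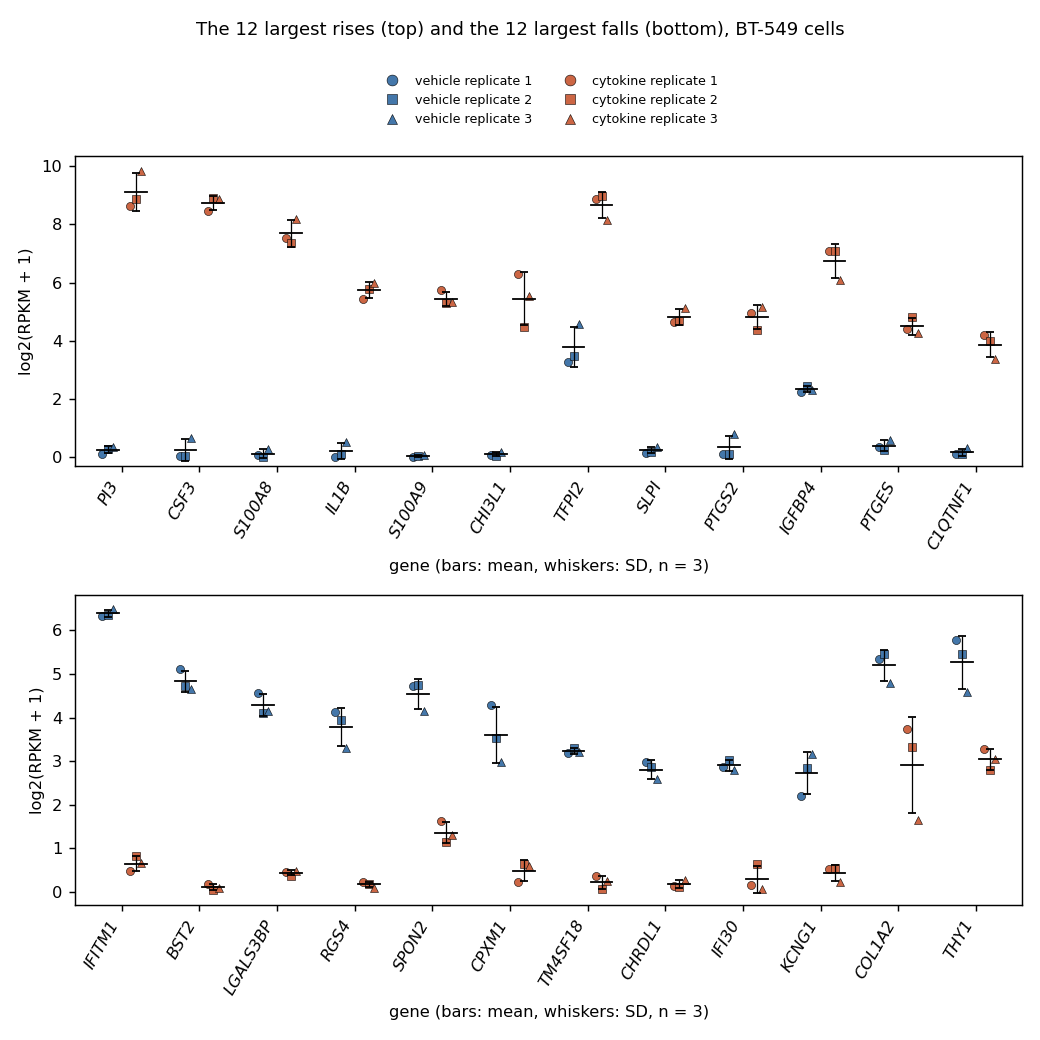
Expression per library as log2(RPKM + 1), on the vertical axis, of the 12 genes with the largest rises (top) and the 12 with the largest falls (bottom) along the horizontal axis, in vehicle (blue) and cytokine (orange) libraries of BT-549 cells; points are libraries, bars are means and whiskers are SD (n = 3). PI3 rose by 8.85 and IFITM1 fell by 5.74 on this scale, and the groups do not overlap for any of the 24 genes.

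Of 7626 genes tested, 342 changed at an adjusted p under 0.05 and a fold of at least 2, of which 193 rose and 149 fell. At any fold, 2598 genes changed (890 rose and 1708 fell), and 3506 had an unadjusted p under 0.05. The share of rises at any fold was 34.3%, but 51.7% (1252 rises and 1169 falls) under median-of-ratios scaling and 46.7% (1142 rises and 1305 falls) under quantile normalization, so that the balance of rises and falls rests on the scaling. The groups did not overlap for 3843 genes (50.4%), where chance gives 10%. Leaving out a library gave 267 to 316 genes at a fold of at least 2, but moved the balance, because genes expressed in only one group drop out of the test with a library of that group. It was 123, 118 and 121 rises and 145, 150 and 149 falls without cytokine replicates 1, 2 and 3, and 188, 177 and 208 rises and 109, 90 and 108 falls without vehicle replicates 1, 2 and 3. At any fold it gave 1554 without vehicle replicate 1, 1281 without vehicle replicate 2 and 1675 without cytokine replicate 1, each more than 1.5 times below 2598. On estimated reads, where long genes stay in the test, limma voom tested 14186 genes and called 2056 at a fold of at least 2 (1090 rises and 966 falls). Of 310 genes called above that could be matched to estimated reads, 309 were called there too, in the same direction.

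RNA of most measured interleukin genes, of some chemokine genes and of PTGS2 and PTGES, enzymes of prostaglandin E2 synthesis, was higher in the cytokine libraries. All list counts below are at an adjusted p under 0.05, any fold. Of 6 measured interleukin and colony stimulating factor genes, 5 rose and 1 fell, and the same numbers resulted when adjusted over the list alone. CSF3, IL1B (0.183 ± 0.238 against 53 ± 9.75 RPKM, SD, n = 3) and IL24 (2.62) rose most, and CSF1, the growth factor of macrophages, fell (−2.10). IL6 (1.79, adjusted p = 0.0238) and LIF (1.85, adjusted p = 0.0328) also rose, but passed only with all libraries or without vehicle replicate 3. Without vehicle replicates 1 and 2 and cytokine replicates 1, 2 and 3, in that order, the adjusted p was 0.065, 0.0727, 0.0607, 0.0523 and 0.0672 for IL6 and 0.0812, 0.0966, 0.0961, 0.0745 and 0.0664 for LIF. The list lay higher than other genes (median 2.24, camera adjusted p = 0.000225; adjusted p = 0.235 with an estimated correlation). Of 7 chemokine genes, 2 rose, namely the neutrophil attractants CXCL6 (2.88) and CXCL1 (2.25), and 1 fell, namely the monocyte attractant CCL2 (−2.20); the counts were 2 and 1 also when adjusted over the list alone. The list had a median of 1.58 (adjusted p = 0.0391; adjusted p = 0.563 with an estimated correlation, 0.0991 under median-of-ratios scaling and 0.116 under quantile normalization). Values not passing the test were 1.58 for CXCL8 (adjusted p = 0.089), 1.67 for CXCL2, 0.98 for CXCL3 and 0.16 for CXCL5. Of 6 prostaglandin and arachidonate genes, 2 rose, the inducible cyclooxygenase PTGS2 and the prostaglandin E synthase PTGES, and 4 did not pass; 4 rose when adjusted over the list alone (median 0.42, adjusted p = 0.0184; adjusted p = 0.459 with an estimated correlation). Of 6 complement and acute phase genes, 4 rose, namely S100A8, S100A9, the complement component C3 (2.48) and the complement regulator CD46 (2.07), and 4 rose when adjusted over the list alone (median 2.27, adjusted p = 5.67e-05; adjusted p = 0.252 with an estimated correlation). On estimated reads, 8 of 12 interleukin genes rose and 3 fell, and 4 of 9 chemokine genes rose and 1 fell. On that scale 4 of 12 prostaglandin genes rose and 2 fell, and 9 of 13 complement genes rose. Without cytokine replicate 1, 2 or 3, genes silent in vehicle drop out of the test, and the list values became 0.696, 0.575 and 0.689 for interleukins, 0.441, 0.177 and 0.159 for chemokines, 0.489, 0.551 and 0.709 for prostaglandin genes, and 0.393, 0.141 and 0.0734 for complement genes.

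Vehicle replicate 3 stood apart from the other vehicle libraries in several of these genes. Its CXCL8 value was 126 RPKM, against 19.4 and 21.6 in the other vehicle libraries and 111, 117 and 117 in the cytokine libraries. CXCL2 was 51.9 RPKM there (6.63 and 7.66 in the others), CXCL3 23.5 (3.24 and 3.82), CXCL1 402 (118 and 131), the gp130 cytokine gene LIF 42.2 (7.66 and 10.3) and IL6 3.99 (0.393 and 0.394). CSF3 and IL1B also exceeded the other vehicle libraries, at 0.592 RPKM (0.0316 and 0.0281) and 0.455 RPKM (0.0163 and 0.0771). In the cytokine libraries they were at 349 to 472 and 42.7 to 62 RPKM, far above that library. Without it, 5 of 6 measured chemokine genes rose and 0 fell (adjusted p = 4.76e-07; adjusted p = 0.298 with an estimated correlation; 4.76e-07 to 0.441 over the libraries left out in turn). CCL2, the member that fell with all libraries, was not among the 6, since only 2 of the remaining libraries reached 1 RPKM (7.01 and 4.27 RPKM in vehicle, 0.4, 0.534 and 0.911 RPKM in cytokine libraries), so that the count of 0 and part of the lower p follow from the floor. The changes were then 2.43 for CXCL8, 2.57 for CXCL2, 1.79 for CXCL3, 2.82 for CXCL1, 2.40 for IL6 and 2.56 for LIF.

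**Figure D2:**
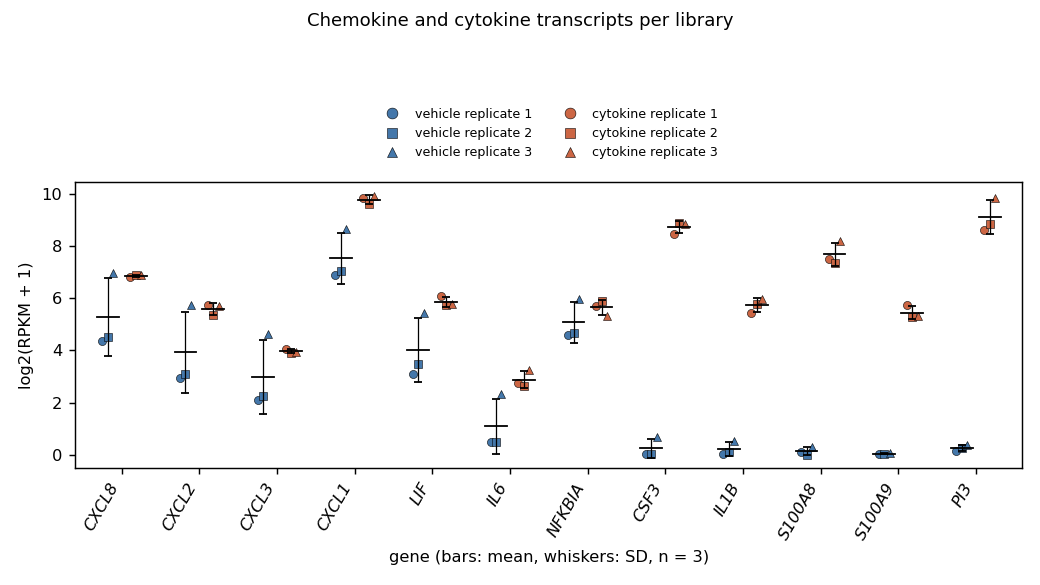
Expression per library as log2(RPKM + 1), on the vertical axis, of 12 chemokine, cytokine, feedback and alarmin genes along the horizontal axis, chosen after their values were seen, in vehicle (blue) and cytokine (orange) libraries; points are libraries, bars are means and whiskers are SD (n = 3). CXCL8 was 126 RPKM in vehicle replicate 3 (blue triangle), within reach of the cytokine libraries. CSF3 was 0.592 RPKM there, against 0.0316 and 0.0281 RPKM in the other vehicle libraries and at least 349 RPKM in the cytokine libraries.

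Genes of NF-kB feedback and survival moved in both directions. Of 18 measured members, 4 rose, 5 fell and 9 did not pass, with the same 4 and 5 when adjusted over the list alone. TNFAIP3, which encodes the NF-kB inhibitor A20 (3.26), IER3 (2.64), the mitochondrial superoxide dismutase gene SOD2 (2.05) and TNIP1 (1.00) rose, while IRF1 (−2.17), GADD45B (−2.02), the urokinase gene PLAU (−1.95), NFKBIE (−0.46) and RELA (−0.36) fell. The list had a median of −0.01, a mean of 0.17 and an upward test (adjusted p = 0.616). On estimated reads, 8 of 29 measured members rose and 5 fell (median 0.3, camera adjusted p = 0.0788). RELA, which encodes the p65 subunit of NF-kB, was near the threshold (adjusted p = 0.0286), and the call was lost without vehicle replicates 1 to 3 (0.0697, 0.0748 and 0.0687) and cytokine replicates 1 to 3 (0.0587, 0.0818 and 0.052) and under median-of-ratios scaling (0.0968) and quantile normalization (0.0925), but not when rescaled without mitochondrial genes. The adhesion molecule gene ICAM1 had a change of 0.22 (adjusted p = 0.656); its values were 28.1, 21.4 and 9.34 RPKM in cytokine replicates 1 to 3, and without cytokine replicate 3 the adjusted p was 0.0326, the lowest over the libraries left out. In vehicle replicate 3, which stood apart for the chemokines, NFKBIA was 61.7 RPKM (23 and 24.6 in the other vehicle libraries) and IRF1 19.7 (8.62 and 9.41). Without that library 7 members rose and 4 fell, and NFKBIA, at 0.57 with all libraries (adjusted p = 0.251), had a change of 1.02 (adjusted p = 0.0108, the lowest over the libraries left out). Of 9 cytokine receptor and adaptor genes, 2 rose, 5 fell and 2 did not pass, with the same counts when adjusted over the list alone (median −0.44, adjusted p = 0.454). Those that fell most were the signalling suppressor SOCS3 (−1.15), the IL-1 receptor gene IL1R1 (−0.85), its adaptor MYD88 (−0.67) and the TNF receptor gene TNFRSF1A (−0.57).

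Most measured interferon-stimulated genes and genes of antigen presentation by MHC class I were lower in the cytokine libraries. Of 15 measured interferon-stimulated genes, 14 fell and 0 rose, also when adjusted over the list alone; the remaining member, STAT2, had a change of −0.20 (adjusted p = 0.11). Besides IFITM1 and BST2, the ISG15 conjugation enzyme gene UBE2L6 (−1.93) and XAF1 (−1.84) fell most. The list median was −1.12 (adjusted p = 2.81e-09; adjusted p = 0.235 with an estimated correlation), and −1.05 and −1.04 under median-of-ratios scaling and quantile normalization. Without vehicle replicate 1, 2 or 3, genes near silence in the cytokine group drop under the floor and 7 members were left in the test (adjusted p = 0.000154, 8.71e-05 and 0.000253; 9.62e-10 to 0.000253 over the libraries left out), of which 6 fell without vehicle replicate 3. On estimated reads, 32 of 36 measured members fell and 1 rose (median −2.80). Of 15 MHC class I presentation genes, 12 fell and 0 rose, also when adjusted over the list alone. The immunoproteasome genes PSMB8 (−1.93) and PSMB10 (−1.41), the peptide transporter gene TAP1 (−1.62) and the proteasome activator gene PSME1 (−1.40) fell most. Of the MHC molecules themselves, B2M (−0.74) and HLA-C (−1.01) fell, as did HLA-B (−0.82, adjusted p = 0.0298), whose call was lost without vehicle replicates 2 and 3 (0.076 and 0.0778) and cytokine replicates 2 and 3 (0.0849 and 0.0809) and under median-of-ratios scaling (0.0643), whereas HLA-E (0.12, adjusted p = 0.609) and CALR (−0.26, adjusted p = 0.378) did not pass. The list median was −0.90 (adjusted p = 1.79e-05; adjusted p = 0.459 with an estimated correlation), and 13 of 17 members fell on estimated reads.

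Matrix and adhesion genes changed in both directions. Of 18 fibrillar matrix genes, 3 rose, 5 fell and 10 did not pass (3 and 6 when adjusted over the list alone; median −0.36, adjusted p = 0.92). The chains of type I collagen went apart: COL1A1 rose by 2.16 (adjusted p = 0.000425; 2.32 ± 0.664 against 13.8 ± 3.11 RPKM, SD, n = 3), while COL1A2 fell by 2.29 (adjusted p = 0.0114; 36.3 ± 8.42 against 7.84 ± 5.22 RPKM). Fibronectin FN1 (1.11) rose too, and SPARC (−2.15) and THBS2 (−1.72) fell. In cytokine replicate 3, COL1A2 was 2.15 RPKM, against 12.4 and 8.95 in the other cytokine libraries. Of 12 matrix protease and inhibitor genes, 4 rose, 4 fell and 4 did not pass, with the same counts when adjusted over the list alone; stromelysin MMP3 (2.76) and the inhibitor TIMP1 (1.63) rose most, and ADAMTS4 (−1.55) and ADAMTS1 (−1.24) fell most. This list had a median of −0.12, a mean of 0.01 and an upward test (adjusted p = 0.486). Of 8 cell-cell contact genes, 4 rose, 2 fell and 2 did not pass, with the same counts when adjusted over the list alone (median 0.41, adjusted p = 0.0473; adjusted p = 0.563 with an estimated correlation). These 8 are a small part of the 37 list genes in the table; of 31 measured on estimated reads, 10 rose and 9 fell (mean −0.04). The tight junction gene CLDN1 (2.25) and the gap junction gene GJA1 (1.27) rose most, and CTNNA1 (−0.38) was among those that fell. That list's adjusted p became 0.0741 and 0.0502 without cytokine replicate 1 or 2, within a leave-one-out range from 0.00218, and 0.0938 and 0.0937 under median-of-ratios scaling and quantile normalization.

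Of 9 genes of epithelial-mesenchymal transition, 3 rose, 2 fell and 4 did not pass, with 4 and 2 when adjusted over the list alone (median 0.31, adjusted p = 0.0937). The receptor gene TGFBR1 (1.16), integrin ITGB1 (0.76) and TGFBR2 (0.46) rose, and S100A4 (−0.79) fell most. The adjusted p of that list was 0.0259, 0.031 and 0.0446 without vehicle replicates 1, 2 and 3, 0.0431 without cytokine replicate 3, and up to 0.383 without another. Of the genes of this transition named by the study, the intermediate filament gene VIM had a change of 0.31 (adjusted p = 0.102). Its adjusted p was 0.025 under median-of-ratios scaling and up to 0.617 under quantile normalization. The repressor SNAI2 had a change of −0.08 (adjusted p = 0.759). The remaining ones lay under the RPKM floor: SNAI1 at 0.109 and 0.363 RPKM in vehicle and cytokine libraries, ZEB1 at 0.513 and 0.373, ZEB2 at 0.241 and 0.232, and the E-cadherin gene CDH1 at 0.00218 and 0.00626. On estimated reads, adjusted p-values were 0.0507 for SNAI1, 0.129 for ZEB1 and 0.801 for ZEB2. Of 10 stem cell associated genes, 3 rose, 4 fell and 3 did not pass, with the same counts when adjusted over the list alone (median −0.45, adjusted p = 0.867). The aldehyde dehydrogenase gene ALDH1A3 (1.62) rose most, and THY1, KLF4 (−1.55), ITGA6 (−0.95) and the hyaluronan receptor gene CD44 (−0.66) fell. CD24 had a change of 0.93 (adjusted p = 0.15), with 4.15, 7.31 and 18.9 RPKM in cytokine replicates 1 to 3. Of 3 luminal epithelial markers, KRT18 (2.34) and FOXA1 (1.52) rose and MUC1 (−0.24, adjusted p = 0.0775; 0.0314 without cytokine replicate 3, the lowest over the libraries left out) did not pass; adjusted over the list alone, 2 rose and 1 fell (median 1.52, adjusted p = 0.0743).

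Of 13 angiogenesis and hypoxia genes, 7 rose, 2 fell and 4 did not pass, with the same counts when adjusted over the list alone (median 0.63, adjusted p = 0.00227; adjusted p = 0.235 with an estimated correlation). NDRG1 (2.62), the adrenomedullin gene ADM (2.56), STC1 (2.25) and the placental growth factor gene PGF (2.17) rose most, and HIF1A (−0.56) was among those that fell. Of 45 proliferation genes, 18 fell, 0 rose and 27 did not pass, with 20 falls when adjusted over the list alone (median −0.30, adjusted p = 0.00365; adjusted p = 0.657 with an estimated correlation, and 0.0579 without cytokine replicate 1, the highest over the libraries left out). The mitotic kinesin gene KIF20A fell most, by 1.32. Of 14 p53 target and senescence genes, 1 rose, namely the cell cycle inhibitor CDKN1A (0.78), and 3 fell. Among those that fell were the pro-apoptotic BBC3 (−1.42) and the lamin gene LMNB1 (−0.88). The counts were the same when adjusted over the list alone (median −0.26, adjusted p = 0.454). On estimated reads, 4 of 24 members of this list rose and 5 fell. Of 20 genes of endoplasmic reticulum stress, 3 fell and 17 did not pass, and 0 fell when adjusted over the list alone (median −0.16, adjusted p = 0.843). Those that fell most were TRIB3 (−1.70, adjusted p = 0.0202) and DDIT3 (−1.15, adjusted p = 0.0355). In vehicle replicate 3, TRIB3 was 13.2 RPKM (2.56 and 5.34 in the other vehicle libraries) and DDIT3 20.5 (6.51 and 9.54). The call of TRIB3 was lost without cytokine replicates 1, 2 and 3 (0.0605, 0.0518 and 0.0541), and that of DDIT3 without vehicle replicate 2 (0.0657) and cytokine replicates 1, 2 and 3 (0.0969, 0.0701 and 0.0849), and under median-of-ratios scaling (0.0544) and quantile normalization (0.0557). Without vehicle replicate 3 the changes were smaller, −1.18 for TRIB3 and −0.72 for DDIT3.

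Genes of lipid metabolism changed in both directions. Of 21 cholesterol genes, 3 rose, 3 fell and 15 did not pass, with the same counts when adjusted over the list alone; the list had a median of 0.02, a mean of −0.04 and an upward test (adjusted p = 0.454). The synthesis enzymes LSS (−0.89) and MVD (−0.69) fell most. Of 19 fatty acid and lipid droplet genes, 4 rose, 5 fell and 10 did not pass, with 4 and 6 when adjusted over the list alone; the median was −0.05 and the test was upward (adjusted p = 0.867). The lipid droplet coat gene PLIN2 (1.88) and ANGPTL4 (1.42) rose, while FADS2 (−0.97) and the fatty acid synthase gene FASN (−0.90) fell. Of 23 lysosome genes, 5 rose, 2 fell and 16 did not pass, with 6 and 2 when adjusted over the list alone (median 0.12, adjusted p = 0.0618, and 0.00879 without cytokine replicate 3, the lowest over the libraries left out). The acid ceramidase gene ASAH1 (0.87) rose most, and the cathepsin genes CTSL (−1.29) and CTSB (−0.77) fell. Lists with too few measured members were not tested. The metallothionein genes MT2A (2.06, adjusted p = 0.00037) and MT1X (0.90, adjusted p = 0.044) rose, the latter with values of 0.114 and 0.103 without vehicle replicates 1 and 2 and of 0.133 and 0.126 without cytokine replicates 1 and 2. Of leukocyte and endothelial markers, CD68 was the sole one measured (0.47, adjusted p = 0.216, and 0.022 without vehicle replicate 3, the lowest over the libraries left out).

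RNA of 9 of the 13 OXPHOS genes encoded by mitochondrial DNA rose, a count that was lower without a filter, without moderation and with most libraries left out. MT-CO1 and MT-CO3, which encode subunits of cytochrome c oxidase, rose by 0.88 (adjusted p = 0.00696; 3270 ± 649 against 5950 ± 99.8 RPKM, SD, n = 3) and 1.03 (adjusted p = 0.0163; 2230 ± 783 against 4370 ± 418 RPKM). They lie at positions 5904 to 7445 and 9207 to 9990 of the mitochondrial chromosome. In all, 9 rose, 0 fell and 4 did not pass, and 10 rose when adjusted over the list alone. The study examined these genes in the same libraries, so that the count is not independent evidence of direction. The others that rose were MT-ND1 (0.80), MT-ND6 (0.71), MT-ND5 (0.66), MT-ATP6 (0.65), MT-ATP8 (0.65), MT-ND2 (0.64) and MT-CYB (0.62), and those that did not pass were MT-CO2 (0.47, adjusted p = 0.077; 0.0161 without vehicle replicate 3 and 0.0399 under median-of-ratios scaling), MT-ND4 (0.30), MT-ND3 (0.26) and MT-ND4L (0.17). The median was 0.65 (adjusted p = 3.61e-05; adjusted p = 0.555 with an estimated correlation). Under quantile normalization, the median was 0.05 (adjusted p = 0.79), 2 genes rose, and 2 fell, namely MT-ND4 (−0.38, adjusted p = 0.00679) and MT-ND4L (−0.35, adjusted p = 0.0102), while MT-ATP8 had a value of −0.05 (adjusted p = 0.617). All 13 lie in the top 25 ranks of every library, which largely fixes that outcome. Under median-of-ratios scaling the median was 0.77 and 10 genes rose, and when rescaled without mitochondrial genes it was 0.67 and 9 rose. Without a filter 0 genes rose, and without moderation 2. The number that rose was 4 without vehicle replicate 1, 4 without vehicle replicate 2, 10 without vehicle replicate 3, and 4, 5 and 3 without cytokine replicates 1, 2 and 3. The call of MT-CO3 was lost without vehicle replicate 1 (0.0562) and that of MT-ND1 without cytokine replicate 3 (0.06), that of MT-ND5 without vehicle replicate 2 or cytokine replicate 1 or 3, and those of MT-ND2, MT-CYB, MT-ATP6 and MT-ATP8 without any of the libraries except vehicle replicate 3, while MT-CO1 and MT-ND6 passed whichever library was left out.

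The 13 genes held 2.51% ± 0.521 (SD, n = 3) of the estimated reads in vehicle and 3.86% ± 0.137 (SD, n = 3) in cytokine libraries, with 2.47, 2.01 and 3.05% in vehicle replicates 1 to 3 and 3.7, 3.95 and 3.92% in cytokine replicates 1 to 3. The difference of 1.35 percentage points had an exact two-sided permutation p of 0.1, the smallest that 10 splits of 6 libraries allow. Of 73 nucleus-encoded OXPHOS genes, 4 rose, 19 fell and 50 did not pass, with the same 4 and 19 when adjusted over the list alone (median −0.11, adjusted p = 0.445). The ATP synthase subunit genes ATP5I (−0.98) and ATP5O (−0.74) fell most. The median of that list was 0.00 under median-of-ratios scaling. The mean log2 value of the mitochondria-encoded genes exceeded that of the nucleus-encoded ones by 7.61 ± 0.379 in vehicle and by 8.37 ± 0.0731 in cytokine libraries (SD, n = 3), a difference of 0.758 (exact two-sided permutation p = 0.1). Of 18 genes of mitochondrial transcription, replication and RNA handling, 6 fell, 0 rose and 12 did not pass, with 6 falls when adjusted over the list alone (median −0.16, adjusted p = 0.0579, and 0.0291, 0.0163 and 0.0367 without vehicle replicate 1, vehicle replicate 2 and cytokine replicate 3, with up to 0.201 without another). ELAC2 (−0.73) and TBRG4 (−0.70) fell most, and the transcription factor TFAM had a change of −0.11 (adjusted p = 0.538). The mitochondrial ribosomal RNAs MT-RNR1 (0.85, adjusted p = 0.178) and MT-RNR2 (0.41, adjusted p = 0.184) did not pass; MT-RNR1 was 654, 607 and 2160 RPKM in cytokine replicates 1 to 3. Of 6 histone genes, listed for RNA without a poly(A) tail, 3 rose, namely HIST2H2BE (1.51), HIST1H1C (0.92) and HIST1H2BK (0.74), and 3 did not pass. Whether the RNA of these genes lacked a tail in these cells was not measured. Adjusted over the list alone, 3 rose and 1 fell. The list had a median of 0.46 (adjusted p = 0.0562, and 0.0326 without cytokine replicate 3, the lowest over the libraries left out).

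**Figure D3:**
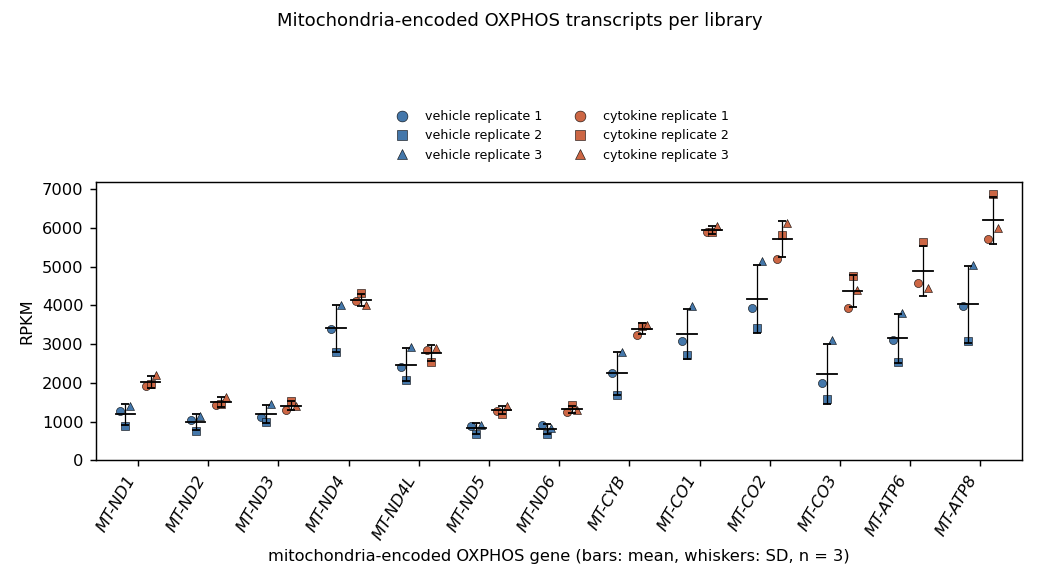
RPKM per library, on the vertical axis, of the 13 mitochondria-encoded OXPHOS genes along the horizontal axis, in vehicle (blue) and cytokine (orange) libraries; points are libraries, bars are means and whiskers are SD (n = 3). MT-CO1 was 3270 ± 649 RPKM in vehicle and 5950 ± 99.8 RPKM in cytokine libraries, and 9 of the 13 genes rose, although under quantile normalization 2 rose, MT-ND4 (−0.38) and MT-ND4L (−0.35) fell, and MT-ATP8 was at −0.05.

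Of the glycolysis genes, SLC16A3, SLC16A1 and SLC2A1 rose most. Of 21 measured genes, 8 rose, 2 fell and 11 did not pass, with the same 8 and 2 when adjusted over the list alone. The study examined key enzymes of this path in the same libraries, so that their counts are not independent evidence of direction; the wider list with transporters and regulators was fixed for the present comparison. The lactate transporter genes SLC16A3 (2.55, adjusted p = 4.47e-05) and SLC16A1 (1.56, adjusted p = 6.09e-05) and the glucose transporter gene SLC2A1 (1.02, adjusted p = 0.00433) led the rises, followed by the enolase gene ENO2 (0.87), the lactate dehydrogenase gene LDHA (0.81), ALDOC (0.75), hexokinase HK2 (0.60) and PFKP (0.34). ENO1 (−0.48) and PFKL (−0.37) fell, and PKM (0.01, adjusted p = 0.976), GAPDH (0.24, adjusted p = 0.175) and HK1 (0.00) did not pass. The median was 0.12 (adjusted p = 0.00227; adjusted p = 0.555 with an estimated correlation, and 0.11 at a floor of 10 RPKM). The number that passed was 7, 6 and 10 without vehicle replicates 1, 2 and 3 and 6, 6 and 5 without cytokine replicates 1, 2 and 3. GPI passed only without vehicle replicate 3 (0.0365). Calls were lost for LDHA without vehicle replicate 2 (0.0504) and cytokine replicates 1 and 3 (0.0716 and 0.0684), and for ENO1 without vehicle replicates 1 and 2 (0.125 and 0.126) and cytokine replicates 1 and 3 (0.0976 and 0.0745). They were lost for PFKL without vehicle replicates 1 and 2 (0.0726 and 0.109) and cytokine replicates 2 and 3 (0.0684 and 0.0631), and for PFKP without vehicle replicates 1, 2 and 3 (0.0676, 0.0645 and 0.0591) and cytokine replicate 2 (0.0765). PFKL also did not pass under median-of-ratios scaling (0.0735) and quantile normalization (0.0547), nor ENO1 under median-of-ratios scaling (0.067). The glucose transporter gene SLC2A3 lay under the RPKM floor in the cytokine libraries (1.21 ± 0.391 against 0.038 ± 0.0421 RPKM, SD, n = 3) and fell on estimated reads (−5.49, adjusted p = 0.000385).

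**Figure D4:**
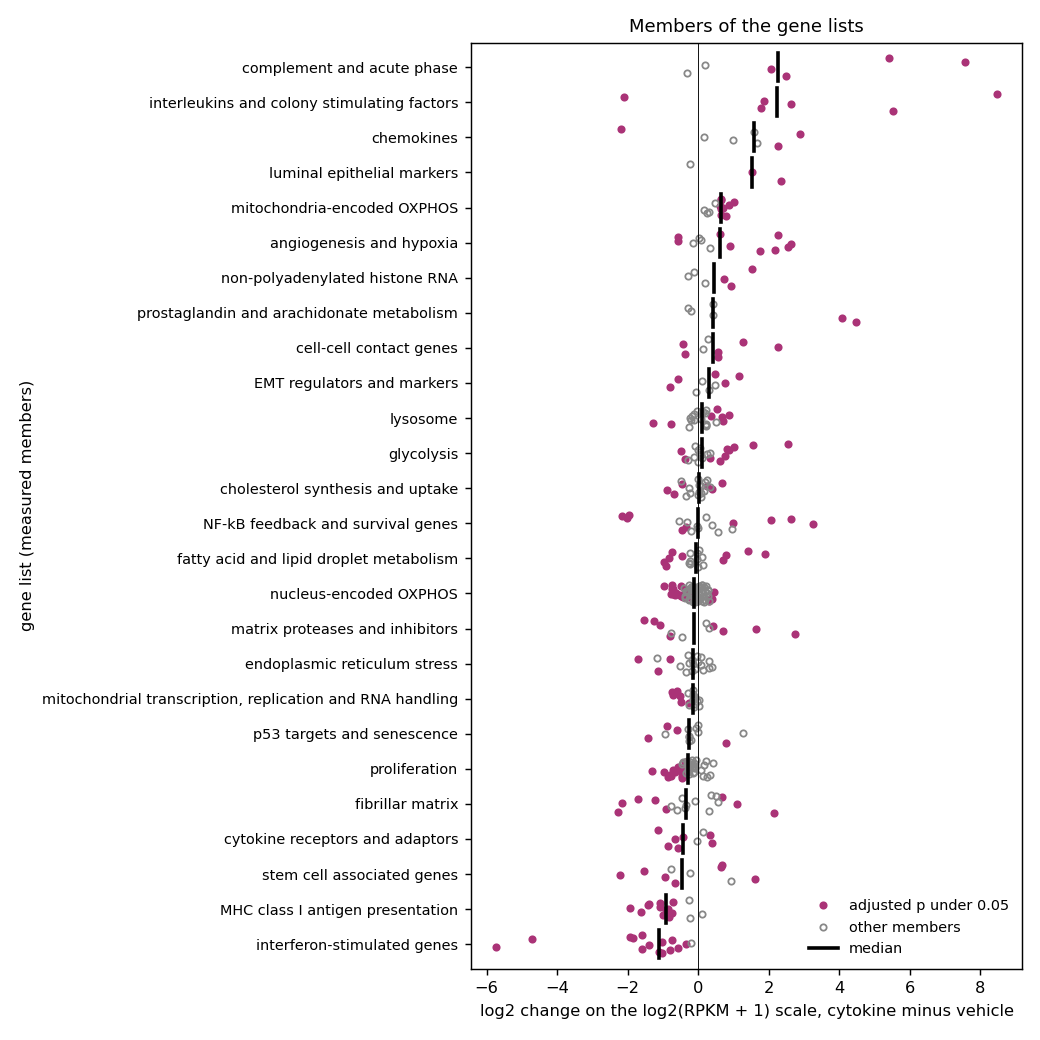
Log2 change of the measured members of 26 gene lists, cytokine minus vehicle on the log2(RPKM + 1) scale (horizontal axis), with the lists along the vertical axis ordered by their medians; filled points passed an adjusted p under 0.05, open points did not, and bars are medians. The interferon-stimulated genes lie at the bottom (median −1.12) and the complement and acute phase genes at the top (median 2.27), while the median of the mitochondria-encoded OXPHOS genes is 0.65 here and 0.05 under quantile normalization and that of the nucleus-encoded ones is −0.11 here and 0.00 under median-of-ratios scaling.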

Values the study reported

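The study reported that the prolonged stimulation of BT-549 cells modified the expression of 985 genes, of which 455 were up-regulated and 530 were down-regulated, at a pFDR under 0.05 and a fold change of at least 2. Of the 97 OXPHOS genes it considered, 93 were detected. Among the 13 OXPHOS genes encoded by mitochondrial DNA, it reported 9 as significantly elevated in these cells.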

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

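The settings chosen only after the data were seen were estimated reads, the floor and pseudocount of 0.1, and leaving out pseudogenes and clone-type names. The share of reads in the 13 mitochondria-encoded genes was higher in the cytokine group with each library left out in turn (by 1.1 to 1.62 percentage points). No other setting was run for this share. The excess of these genes over nucleus-encoded genes was higher in the cytokine group under every setting run for it (0.09 under quantile normalization to 0.94). Among 167 named genes, 2792 of 2978 results under other settings kept their side of the threshold, 170 lost the call and 13 gained it. The other 3 changed sign with a call in the main or the other setting. They were MT-ND4 (−0.38), MT-ND4L (−0.35) and MT-ATP8 (−0.05), all under quantile normalization. Changes of sign without a call in either setting were counted as kept, such as SNAI2 (−0.08, and 0.017 without vehicle replicate 3). The count at a fold of at least 2, 342 above, was 267 to 316 with a library left out, 114 at a floor of 10 RPKM and 1236 at a floor and pseudocount of 0.1, where other numbers of genes were tested, 612 and 121 at pseudocounts of 0.1 and 5, which set how far low values can move, 215 when tested against a fold of 1.5, and 2056 on estimated reads. The count at any fold, 2598 above, was 1281 to 2079 with a library left out, 4057 without a filter, 591 at a floor of 10 RPKM, 1627 without moderation and 4988 on estimated reads. Of the mitochondria-encoded genes, 3 to 10 rose with a library left out, 2 under quantile normalization, where MT-ND4 and MT-ND4L fell, 0 without a filter, 2 without moderation and 5 at a floor and pseudocount of 0.1. Of the glycolysis genes, 5 to 10 passed with a library left out and 4 at a floor of 10 RPKM. Without moderation, the calls lost included those of CXCL1 (0.0635), IER3 (0.0559), SOD2 (0.0568), COL1A2 (0.0826), ALDH1A3 (0.0538), KLF4 (0.0871) and BBC3 (0.0792). With the replicate number as a block, 335 and 2504 genes passed, and the cell-cell contact list was lost (0.0508), the sole list whose call the block changed. Calls of named genes that ended with the block were those of MT-CYB (0.0534), MT-ATP6 (0.0693), MT-ATP8 (0.0704), ENO1 (0.0514), LDHA (0.0513), HLA-B (0.0532), MT1X (0.0957) and TYK2 (0.0513 on log2(RPKM + 1)), which left 6 mitochondria-encoded and 8 glycolysis genes. Same-numbered libraries had correlations of −0.01, 0.2 and 0.06 in their deviations from the group means, against −0.23 to 0.14 for other pairs, so that the numbers were not taken to pair the libraries.

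With an estimated correlation, every list call was lost: 0.563 for chemokines and cell-cell contact genes, 0.235 for interleukins, interferon-stimulated genes and angiogenesis, 0.459 for prostaglandin and MHC class I genes, 0.252 for complement, 0.555 for glycolysis and mitochondria-encoded OXPHOS, and 0.657 for proliferation. Adjusted p-values with a library left out were 4.76e-07 to 0.441 for chemokines, 1.53e-05 to 0.696 for interleukins, 0.00949 to 0.709 for prostaglandin genes, 3.6e-05 to 0.393 for complement, 0.0259 to 0.383 for epithelial-mesenchymal transition, 0.00218 to 0.0741 for cell-cell contact, 0.0163 to 0.201 for mitochondrial transcription, 0.000131 to 0.0579 for proliferation, 0.00879 to 0.145 for lysosome and 0.0326 to 0.0719 for histone genes. The losses for cytokine-induced lists follow in part from the floor of 3 libraries, which drops genes silent in vehicle. For cell-cell contact, the value was 0.0938 under median-of-ratios scaling, 0.0937 under quantile normalization, 0.0557 when rescaled without mitochondrial genes, 0.15 without a filter, 0.172 on estimated reads and 0.178 at a floor and pseudocount of 0.1. For chemokines it was 0.0991, 0.116 and 0.0542 under the 3 scalings in that order, and for mitochondria-encoded OXPHOS 0.79 under quantile normalization. At a floor of 10 RPKM, glycolysis had 0.11, and the fatty acid list turned to a fall (0.0347, median −0.79). Calls were gained without a filter for nucleus-encoded OXPHOS (0.047), mitochondrial transcription (0.0312), luminal (0.0101) and histone genes (0.00696). They were gained on estimated reads for luminal (0.0314) and histone genes (0.0182), and at a floor and pseudocount of 0.1 for epithelial-mesenchymal transition (0.0489), mitochondrial transcription (0.0338), lysosome (0.0489), luminal (0.00147) and histone genes (0.00358). With fry they were gained for receptors (0.00164), epithelial-mesenchymal transition (0.0401), mitochondrial transcription (0.0229), p53 targets (0.0174), luminal (0.0233) and histone genes (0.0295). Except where stated, the cause was not tested. At a floor of 10 RPKM, 6 lists kept too few members for a value (epithelial-mesenchymal transition, cell-cell contact, receptors, luminal, mitochondrial transcription and histone), and so did the luminal list without any 1 of the cytokine libraries. The Wald test on counts was not run, since the values are not counts. Depth limits low genes most in vehicle replicate 2, where 1 RPKM over a span of 2 kb stands for 29.0 reads.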

Other observations

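The tests of an admixture and of a swapped label for vehicle replicate 3, and of a single factor per library and of the transcription machinery for the mitochondrial transcripts, were chosen only after the result was seen. Genes named in this part beyond the naming rule were chosen after their values were seen. Intervals in this part are bootstrap intervals of a median, drawn over genes. They treat the genes as independent and do not measure the spread between libraries.

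Many genes under the RPKM floor changed on estimated reads. Of 7479 genes that could be tested only there, 1479 passed at a fold of at least 2. Among the genes named by the study, IL26, a cytokine of the IL-10 family, had 0.000529 and 0.078 RPKM in vehicle and cytokine libraries. It rose there (5.74, adjusted p = 0.000146). Its mean reads were 0.333 in vehicle and 38 in cytokine libraries, so that the size of this change rests on almost no vehicle reads. The glycolysis regulator PFKFB4 rose by 1.60 (adjusted p = 0.00118). Genes tested on both scales moved there too: the interferon regulator IRF7 (−1.60, adjusted p = 0.000542) and IRF9 (−0.93, adjusted p = 0.0105) fell, as on log2(RPKM + 1) (−1.02 and −0.73). The cytokine signalling suppressor SOCS1, which lay under the RPKM floor, had a change of 1.06 (adjusted p = 0.0619).

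Single genes varied within the cytokine group. The Wnt antagonist gene SFRP2 was at 129, 50.5 and 18.3 RPKM in cytokine replicates 1 to 3, and the transglutaminase gene TGM2 at 17.7, 10 and 2.03 RPKM. Genes over 1 log2 higher and lower than in the other cytokine libraries numbered 24 and 15 in cytokine replicate 1, 16 and 11 in cytokine replicate 2, and 13 and 26 in cytokine replicate 3, so that no cytokine library stood apart by their number.

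Vehicle replicate 3 had 62 genes over 1 log2 higher and 17 over 1 log2 lower than the other vehicle libraries, against 9 and 21 for vehicle replicate 1 and 12 and 11 for vehicle replicate 2, with EGR1 at 24.9 RPKM (6.64 and 6.05), MYC at 73.9 (26 and 27.4) and CHAC1 at 11 (1.46 and 2.29). An admixture of stimulated cells large enough for the CXCL8 value is argued against by the 19 genes that rose by 3 or more. Their median in vehicle replicate 3 reached 0.227% of the cytokine rise (interval 0.0891 to 1.32%, highest 5.1% for RHOBTB2), although CXCL8 reached 112% and CXCL2 110%. These 19 genes were chosen with that library in the vehicle group, which favours low shares, and a smaller admixture is not excluded. A swapped label is argued against by the library's correlations, at least 0.978 with vehicle and at most 0.925 with cytokine libraries. Most of the 17 measured targets of the stress factor ATF4 were lower in every cytokine library than in every vehicle library. SLC38A2, for example, was 36.1, 37.5 and 53.7 RPKM in vehicle replicates 1 to 3 and 16.3, 18.6 and 20.2 RPKM in cytokine replicates 1 to 3. VLDLR was higher in the cytokine libraries, and PSAT1 and PHGDH overlapped between the groups. These targets, which include ASNS of the endoplasmic reticulum stress list, were compared with 10000 random lists matched on expression. These lists draw genes independently and so ignore any joint movement of the targets. Within that limit, the targets lay higher in vehicle replicate 3 by a median of 0.38, 17 of 17 above 0 and at percentile 100 of the lists. This is consistent with a stress response of that culture, which may have raised the chemokine transcripts too, a hypothesis that no measurement here tests further, and a difference in handling or library preparation stays open.

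The rise of the mitochondria-encoded OXPHOS transcripts met the criterion set beforehand for an effect of scaling, since their median was 0.05 under quantile normalization; only after that result was seen was it set aside and the question left open, because quantile normalization gives each rank the same value and all 13 lie in the top 25 ranks of every library, which largely fixes the outcome. A single factor per library is argued against, since the gap between mitochondria-encoded and nucleus-encoded transcripts was higher by 0.32 in the lowest cytokine library than in the highest vehicle library (8.3 against 7.98). More RNA of the genes of mitochondrial transcription, replication and RNA handling as a set is argued against by a median of −0.21 (interval −0.33 to −0.16, 28 genes). On estimated reads, 8 of them fell and 1 rose, so that single members are not covered by that median. Less strict poly(A) selection cannot be told apart from a cellular change. The 5 structured RNAs without a tail had a median of 0.52 with an interval from −0.38 to 1.26, and 0 of them passed on limma voom. The 8 histone RNAs had a median of 0.87 with 5 rising. Whether these histone RNAs lacked a tail in these cells was not measured, so that their rise cannot decide the question. The rise may therefore be technical in part, and an effect of the cytokines on mitochondrial RNA stays open and untested.

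The fall of interferon-stimulated and MHC class I transcripts is not accounted for by scaling, since the highest median of either list under 3 other scalings was −0.80. A loss of chromosome copies is argued against by 400 other genes within 500 kb of the 45 members that fell, on 18 chromosomes, whose median was −0.20 (interval −0.25 to −0.16) against −2.27 for the members. Lower RNA of the interferon receptors and their kinases cannot be told apart from other causes, because 2 of 4 fell on estimated reads. These were IFNAR2 (−0.65, adjusted p = 0.00554) and TYK2 (−0.40, adjusted p = 0.0304), while IFNAR1 (−0.08) and JAK1 (0.07) did not pass. On log2(RPKM + 1), the TYK2 call was lost without vehicle replicates 1 to 3 (0.0963, 0.146 and 0.0575) or cytokine replicates 2 and 3 (0.0995 and 0.101). It was also lost under median-of-ratios scaling (0.136) and quantile normalization (0.108). A candidate explanation is that prolonged exposure to the cytokines lowered a basal interferon signal of these cells; no interferon or phosphorylated STAT protein was measured.

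Of the 10 splits of the 6 libraries into groups of 3, the real one alone gave 342 genes at a fold of at least 2 and 2598 at any fold, and the highest of the others gave 0 and 0. With limma on log2(RPKM + 1), 1 of 10 is the lowest share this design allows, so that the splits are too few for a share under 0.05.

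At an adjusted p under 0.05 and a fold of at least 2, 342 genes passed here (193 rises and 149 falls), and 2056 passed on estimated reads. The former is lower, and the latter higher, than the value quoted from the study above. The former took the fold on log2(RPKM + 1) behind a floor of 1 RPKM, which shrinks the folds of low genes, and is therefore not the same measure as a plain fold. In simulated libraries with the same spread for every gene, 10.6% of genes with a true fold of 2 passed it, and 40.8% on estimated reads. That fold lies at the limit itself, so that many such genes fall below it by sampling alone. The count was 612 at a pseudocount of 0.1 and 1236 at a floor and pseudocount of 0.1.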
